# DNA methylation analysis of murine hematopoietic side population cells during aging

**DOI:** 10.4161/epi.26017

**Published:** 2013-08-15

**Authors:** Oluwatosin Taiwo, Gareth A Wilson, Warren Emmett, Tiffany Morris, Dominique Bonnet, Eugene Schuster, Tomas Adejumo, Stephan Beck, Daniel J Pearce

**Keywords:** hematopoietic stem cells, aging, epigenetics, methylomics, methylome, Nano-MeDIP-seq, DNA methylation, Sdpr polycomb repressive complex -2 (PCRC2), Nav2, Kiss1r, Hsf4

## Abstract

Stem cells have been found in most tissues/organs. These somatic stem cells produce replacements for lost and damaged cells, and it is not completely understood how this regenerative capacity becomes diminished during aging. To study the possible involvement of epigenetic changes in somatic stem cell aging, we used murine hematopoiesis as a model system. Hematopoietic stem cells (HSCs) were enriched for via Hoechst exclusion activity (SP-HSC) from young, medium-aged and old mice and subjected to comprehensive, global methylome (MeDIP-seq) analysis. With age, we observed a global loss of DNA methylation of approximately 5%, but an increase in methylation at some CpG islands. Just over 100 significant (FDR &lt; 0.2) aging-specific differentially methylated regions (aDMRs) were identified, which are surprisingly few considering the profound age-based changes that occur in HSC biology. Interestingly, the polycomb repressive complex -2 (PCRC2) target genes *Kiss1r*, *Nav2* and *Hsf4* were hypermethylated with age. The promoter for the *Sdpr* gene was determined to be progressively hypomethylated with age. This occurred concurrently with an increase in gene expression with age. To explore this relationship further, we cultured isolated SP-HSC in the presence of 5-aza-deoxycytdine and demonstrated a negative correlation between *Sdpr* promoter methylation and gene expression. We report that DNA methylation patterns are well preserved during hematopoietic stem cell aging, confirm that PCRC2 targets are increasingly methylated with age, and suggest that SDPR expression changes with age in HSCs may be regulated via age-based alterations in DNA methylation.

## Introduction

Stem cells have been found in most tissues/organs. These somatic stem cells produce replacements for lost and damaged cells, and it is not completely understood how this regenerative capacity becomes diminished during aging. In addition, diseases of the immune system especially myeloid cancers, inflammatory diseases and immune deficiencies, are major burdens of human aging. As a result, there is remarkable interest to delineate age-based alterations in primitive cells of the hematopoietic system. To study the possible involvement of epigenetic changes in aging of the human hematopoietic system, we used murine hematopoiesis as a model system.

Hematopoietic stem cells (HSCs) are responsible for the maintenance of immune and hematopoietic cells throughout life.^1^ Several studies have reported a decline in HSC functionality and a differentiation bias toward myelopoiesis with age.^2^^-^^6^ This occurs concurrently with in an increase in the absolute number and relative frequency of HSCs.^4^^,^^5^

Primitive HSCs possess high ABC/G2 pump activity and can be identified via Hoechst dye exclusion assays.^7^ HSCs that are identified by their Hoechst exclusion activity are known as side population (SP) cells. We have previously reported that the SP subset of murine HSCs accumulates with age.^4^ In particular, cells with the highest Hoechst exclusion activity (termed “lower SP cells” [LSP]) increase with age when compared with other subsets of murine stem and progenitor cells.^4^^,^^5^ As such, analysis of lower SP cells from aged mice and comparison to lower SP from their non-aged counterparts provides an opportunity to examine the nature of aging murine HSCs that have been identified by a physiological property (ABCG2 activity) that is conserved across multiple species, including humans.^8^

Functional and gene expression changes in aging HSCs have been previously reported.^5^^,^^9^ However, the exact mechanism governing these changes remains to be elucidated. Epigenetic mechanisms have been implicated in regulation of fundamental stem cell functions, some of which are altered during aging of HSCs. Indeed, dysregulated expression of epigenetic modifiers has been reported with age.^9^ DNA methylation (DNAm) involves the addition of a methyl group to the carbon-5 position of cytosine bases, this occurs predominantly in a CG context which is enriched at CpG islands (CGIs), but also at other features in the genome.^10^DNAm in particular may be important in HSC regulation as mice lacking enzymes that catalyze DNAm at CG dinucleotides, DNA methyltransferases Dnmt1, and Dnmt3a, have defects in HSC self-renewal and differentiation.^11^^-^^13^

We have previously described an optimized version of methylated DNA immunoprecipitation-based sequencing (MeDIP-seq)^14^^-^^20^ with low starting concentrations, termed Nano-MeDIP-seq.^21^ Nano-MeDIP-seq is a method that allows the unbiased analysis of genome wide DNA methylation from as little as 50ng DNA.

DNA methylation patterns have been previously reported for young HSCs, and more recently DNA methylation patterns analyzed via bisulphite sequencing have been reported for aging HSCs.^22^^-^^24^ Here, we utilized Nano-MeDIP-seq for the analysis of the SP-HSC methylome and report global DNA methylation analysis of a cell population that is highly enriched for HSCs throughout murine aging.

## Results

### Isolation of Lower Side Population cells

We isolated lower side population cells (LSPs) via flow cytometry from adult female C57b/6 mice at different time points: Young (8 – 12 weeks, referred to as Young), middle-aged (~12 mo, referred to as Mid), and old (22 - 24 mo, referred to as Old). Figure 1A shows the sample collection logic for this study. We enriched for HSCs by selecting for LSPs, which are bone marrow cells defined by the lowest Hoechst staining as determined by their position on the nucleated bone marrow cells (NBMCs) Hoechst profile plot (Fig. 1B). We confirmed, by antibody staining for canonical stem cell markers that are reportedly conserved during the murine lifespan (Lin^-^, c-Kit^+^, Sca-1^+^ (KLS); and CD150^+^) that LSP cells isolated in this study, (referred to from this point on as SP-HSCs) were enriched for HSCs (Fig. 1C).^3^ Further confirmation of the immature phenotype of sorted cells was achieved via re-analysis of previously isolated cells for c-Kit^+^, Sca-1^+^, CD150^+^, and CD48^-^ (Fig. 1D, murine cells analyzed in a carrier human cell line [KG1a]).

**Figure:**
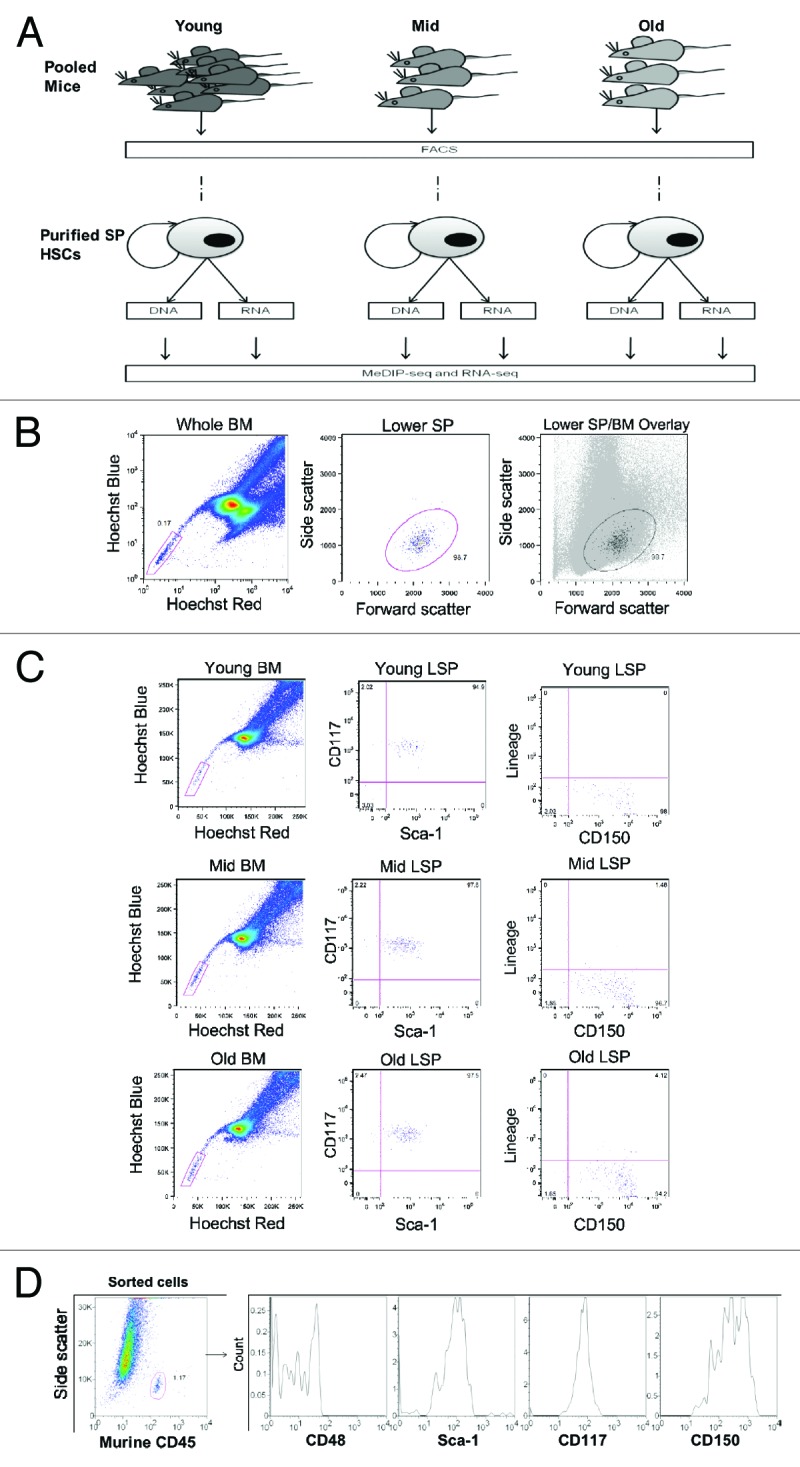
**Figure 1.** Isolation of LSP cells. (**A**) Schematic of study design. SP-HSC were isolated from C57bl/6 mice at three time points from pools of 30 – 45 mice and 3 - 10 mice for each replicate of Young and Mid/Old samples respectively. DNA and RNA was concurrently isolated from FACs purified SP-HSC. 150 - 300 ng of DNA was used for methylome analysis by MeDIP-seq and 50 – 100 ng RNA was used for transcriptome analysis by RNA-seq. Three biological replicates were performed for each step as indicated by (x3). (**B**) Side population (SP) analysis of Hoechst stained bone marrow cells by FACs. Cells were first gated to select for live cells and Hoechst staining (left), to select for lower SP (LSP) cells that show uniformity in their scatter profile (middle and right). (**C**) Confirmation that LSP cells from young, mid, and old mice are enriched for LT-HSCs, by their positivity for CD117 (c-Kit), Sca-1, and CD150, as well as negativity for lineage antigens. (**D**) Confirmation of the immature phenotype of isolated LSP cells via staining of sorted cells for CD48, Sca-1, CD117, and CD150.

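RNA isolated concurrently with the DNA from SP-HSC, the bone marrow cells with the lowest Hoechst staining, was sequenced for 3 pools of mice in each age group, 9 samples in all. The Young mice were 8 to 12 weeks old, the Mid mice about 12 mo old, and the Old mice 22 to 24 mo old. The sample labels give 24 mo for the Old mice. Each Young pool held 30 to 45 mice in the Fig. 1 legend and 30 to 40 mice in the methods. Each Mid or Old pool held 3 to 10 mice. The labels describe libraries of poly(A) RNA. The paper's text does not name the program that aligned or counted the reads. For every gene and transcript of the UCSC known gene set, the authors deposited an estimated (expected) count of reads, which is not normalized and need not be whole. They also deposited the estimated fraction of all transcripts that each makes up. The files have the layout that the program RSEM writes.

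Of the 9 samples, 7 were deposited as a pair of files each, and Young replicate 1 and Old replicate 1 as 1 file each. Neither file of a pair contained the other. Between samples of the same age group the difference was 2.79 to 14.5 times the variance that counting alone gives, over genes with low counts. These sample pairs used 1 file per sample, rounded first, so their genes were not limited to whole counts. Over genes with low whole counts the files of a pair differed by 1.02 to 1.11 times that variance. The 2 ranges are therefore not over the same kind of genes. As the files of a pair differed by little more than counting alone gives, they were taken as separate sequencing runs of a library. Their counts were summed and rounded to whole numbers. Over their wider set of genes, no pair of samples within an age group differed by as little as the counting noise. None was therefore taken as a library deposited more than once. That they are separate pools is taken from the paper and the labels. The total estimated counts were 74819465, 195468575 and 138948356 in Young replicates 1, 2 and 3, with a median of 138948356. In the Mid samples they were 131947486, 200461932 and 120699022, with a median of 131947486. In the Old samples they were 80747213, 162785063 and 170946773, with a median of 162785063. Both samples with 1 file had the lowest totals. Neither was a Mid sample, so Mid cannot be compared within that batch.

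Expression was compared between age groups with edgeR's quasi-likelihood test after TMM normalization, with all 9 samples in 1 model. The test covered the 16267 genes that edgeR's filterByExpr kept. The files number the genes and give UCSC transcript identifiers but no gene names. Names were inferred from transcript length and order along the genome, which gave a name to 35.5% of the genes tested. Choices that could change the numbers are the summing of the files, the filter on low counts, the normalization and the samples that share the estimate of the spread. Log2 CPM values of Young replicate 1 correlated with those of the other samples with a mean Pearson's r of 0.946 across genes, the lowest of the 9 samples. The next lowest was Old replicate 1 at 0.970.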

### Generation of the SP-HSC methylomes and data quality assessment

We obtained DNA for three separate pools at the aforementioned three time points and generated the corresponding SP-HSC methylomes in triplicates for each age group, using Nano-MeDIP-seq (Fig. 1A). This resulted in an average of 5.25 Gb raw paired-end reads per samples (SD ± 1.15 Gb) of which approximately 90% were successfully paired and aligned to the mouse genome (NCBIM37). After filtering (materials and methods), we obtained an average of 1.92 Gb (SD ± 0.3 Gb) high quality (q ≥ 10), uniquely mapping paired-end reads. Approximately 60% of all CpGs in the mouse genome were covered at least 1 fold (Fig. S1), and all MeDIP samples showed a clear CpG enrichment when compared with input control samples (Average MeDIP enrichment score = 2.73; SD ± 0.12; n = 9, Average input enrichment score of 1.11; SD ± 0.03; n = 2). We found a good correlation for all SP-HSC MeDIP samples (average Pearson’s correlation of 0.84, SD ± 0.09). One of the biological replicates for the “Old” time point had a lower correlation of approximately 0.7 and was excluded from global analyses to maintain stringency.

### Analysis of the aging SP-HSC methylomes

To investigate DNAm changes in SP-HSC with age, we performed comparative analyses (materials and methods) on normalized methylome data from the Young, Mid, and Old SP-HSC. We detected a global loss of DNAm with age (Fig. 2A) which we quantified to an approximately 5% decrease (p < 0.001, Kolmogorov-Smirnov test) in the average methylation level aggregated over all covered CpG sites in the Old compared with Young samples (Fig. 2B). We did, however, observe an age-related gain of DNAm at some CGIs in Old samples (Fig. 2C).

**Figure:**
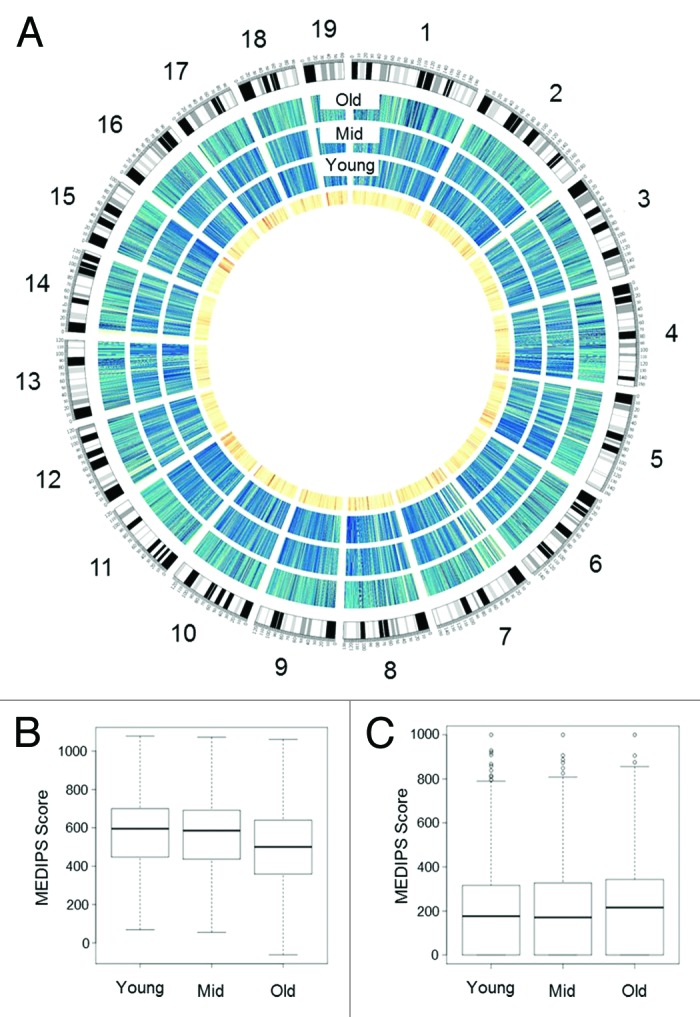
**Figure 2.** HSC Methylome. (**A**) Circos plot of SP-HSC methylomes. Outermost circle shows an ideogram of the mouse genome subdivided by chromosomes. The three blue circles show the Old, Mid, and Young SP-HSC methylomes, respectively. The color code indicates the level of global methylation (dark blue, high, and light blue low). The innermost circle depicts CpG density (dark orange, high, and light orange low). (**B**) Box plots of global and (**C**) CGI, DNA methylation levels for Young, Mid, and Old SP-HSC. DNA methylation levels are expressed as MEDIPS scores.

The MeDUSA pipeline^20^ was used to determine age-specific differentially methylated regions (aDMRs) between the different time points. 53.8% of the mappable mouse genome had a minimum of 10 reads, which allowed us to confidently detect the presence of aDMRs between our Young, Mid, and Old methylomes. A total of 111 significant (FDR < 0.2) aDMRs were found between Old and Young samples, of which 71 were hypermethylated and 40 hypomethylated in the Old samples. These aDMRs appeared to be randomly distributed across all mouse chromosomes (Fig. 3A), with the exception of chromosome 14 and 16 (where no DMRs were detected) and chromosome 5, where we found a hotspot significantly (p-value < 0.001) enriched for significantly (FDR < 0.01) hypermethylated aDMRs. This age-related methylation hotspot corresponds to the location of at least 4 known members of the *Speer* gene family, which includes 14 genes that encode putative glutamate-rich proteins of unknown function.

**Figure:**
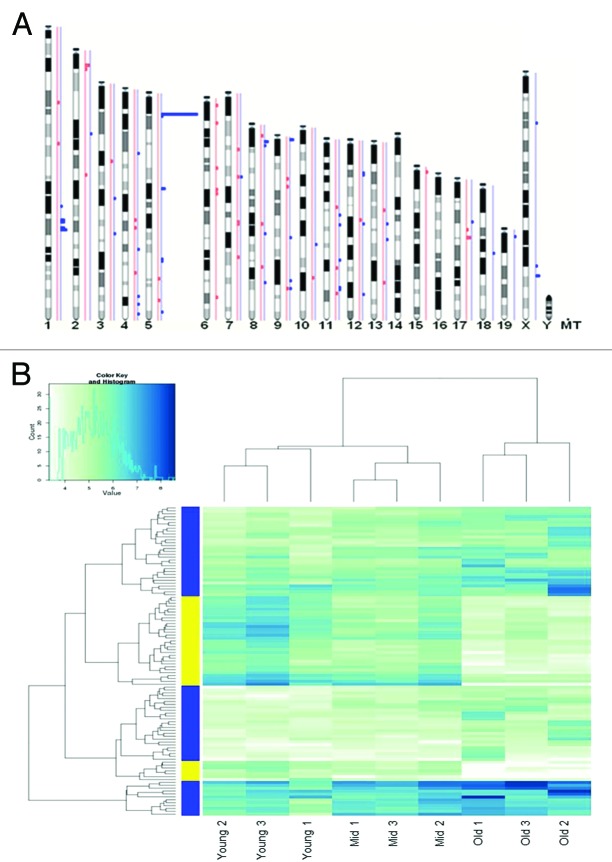
**Figure 3.** Differentially methylated genes. (**A**) Location of significant (FDR < 0.2) age-specific differentially methylated regions (aDMRs). aDMRs were mapped to corresponding genomic coordinates on mouse chromosomes and are represented on an Ensemble-generated ideogram (Ensemble, mm9 genome build NCBIM37). Hyper aDMRs are shown in blue and hypo aDMRs in red. (**B**) Methylation heatmap of all aDMRs. Yellow indicates hypomethylation and blue indicates hypermethylation.

Using a previously determined cut-off of 100 Kb,^25^ we were able to associate 97% of the identified aDMRs with genes, henceforth referred to as differentially methylated genes (DMGs) (Table S1), and observed a progressive change in methylation with age for many aDMGs. Figure 3B shows a DNAm heatmap for all DMRs, displaying progressive and directional DNAm change at several regions in the Young, Mid, and Old samples.

Using annotation from Ensembl (Ensembl 62), aDMRs were categorized according to their genomic location. Hypermethylated aDMRs were significantly enriched in CGIs (Fishers Exact p-value = 2.33E-09), CGI shores (p-value = 4.30E-09), and exons (p-value = 6.18E-11), and hypo aDMRs were significantly enriched in exons (p-value = 2.14E-06), CGI shores (p-value = 8.39E-05), introns (p-value = 3.6E-03), and intergenic regions (p-value = 0.028). Further analysis using the Ensembl regulatory build (Ensembl 67) revealed that CTCF binding sites were most enriched in the hyper aDMRs and c-MYB sites were most enriched in hypo aDMRs.

### Polycomb repressive complex target genes are differentially methylated with age

It has recently been reported that targets of the polycomb repressive complex -2 (PCRC2) members EED and SUZ12 are differentially methylated with age.^22^Specifically, these PCRC2 targets seem to gain methylation with age. We compared our aDMGs with the data recently published by Beerman et al. and found three PCRC2 target genes that are hypermethylated with age in both studies: *Kiss1r*, *Nav2*, and *Hsf4* (p < 0.0025, Fisher’s exact test).

Examination of aDMRs with histone data from the ENCODE project revealed that *Kiss1r* is hypermethylated with age in the 3′ CGI, an area that has been associated with enrichment of the histone marks H3K4me1, H3K4me3, H3K9ac, and H3K27me3. *Hsf4 *hypermethylation is located in the shore region of its promoter-associated CGI. Interestingly, the region of the Nav2 gene that is hypermethylated with age is intronic, contains multiple regulatory regions (including H3K4me1, H3K4me3, and H3K27ac) and may be a potential enhancer region. In addition to Nav2 hypermethylation, we found an exonic region associated with H3K4me1 that was hypomethylated with age.

Comparison between our data and published data on Suz12 targets in mice ES cells^26^ revealed 2 additional potential targets of the PCRC2, *Amotl2*, and *Cyfip2*, which, in our study, were hyper and hypomethylated respectively. In addition, Trim37 is a PCRC1 target and was hypermethylated with age in our study. One other gene classified as hypo-aDMG in our study (NPAS3) had a functional equivalent that was reported as a PCRC2 target that was hypermethylated with age by Beerman et al. (NPAS2).

### Induced SDPR promoter demethylation is associated with increased gene expression

SDPR has been previously implicated in HSC aging via reports of age-based increases in gene expression.^5^^,^^9^ Here we report that the *sdpr* gene has progressive loss of DNAm with age at the promoter region. (Fig. 4A) This was confirmed by bisulphite pyro-sequencing of independent Young, Mid, and Old samples (Fig. 4B and D). As previously reported, this age-based loss of promoter methylation occurs concurrently with a progressive gain of gene expression in SP cells (Fig. 4C). To further explore this relationship between age-based promoter hypomethylation and increased gene expression, we demethylated highly purified primary SP-HSC by 5-Aza'deoxyCytidine (5-Aza'dC) treatment during a 4 d ex vivo culture process. The culture conditions have been previously described to promote slight expansion (cell division) of HSCs with minimal differentiation.^27^ This treatment protocol resulted in an upregulation of *Sdpr* gene expression (Fig. 4E, p-value = 0.028 for 2 µM treatment). Hypomethylation of the *Sdpr* promoter following 5-Aza'dC treatment was confirmed by bisulfite pyro-sequencing of 2 biological replicates (Fig. 4F, p-value < 0.005). These results are consistent with an inverse relationship between *Sdpr* promoter methylation and gene expression.

**Figure:**
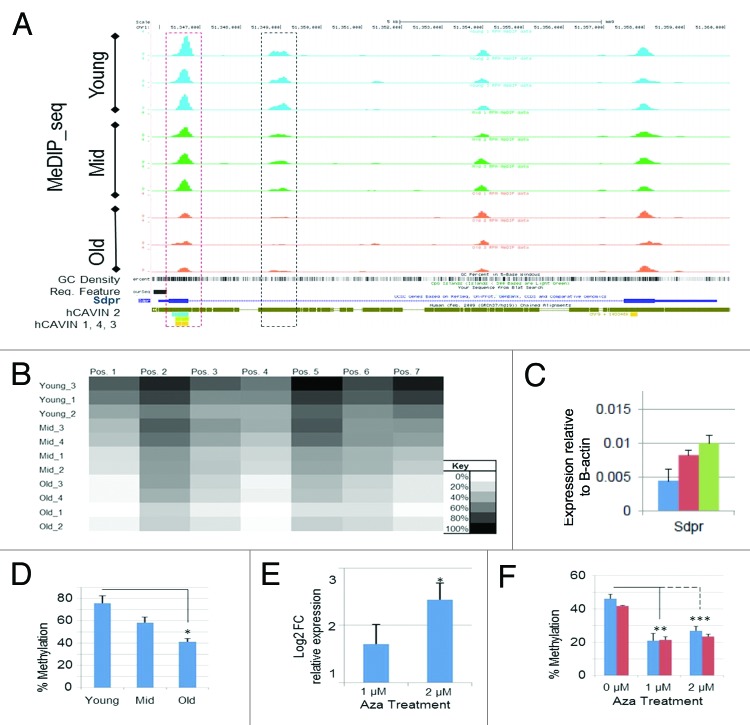
**Figure 4.***Sdpr* analysis. (**A**) Screenshot of MeDIP-seq profiles for *Sdpr* gene in UCSC genome browser (UCSC mm9). Tracks are color-coded blue, green, and orange for Young, Mid, and Old samples, respectively. Three biological replicates are shown for each age group. Peak height represents DNA methylation. The two aDMRs identified in the *Sdpr* gene are boxed in red and black. The red box depicts the aDMR selected for validation (**B–E**). This region aligns with other members of the human CAVIN gene family. ‘Reg. Feature’ denotes the location of the Ensembl promoter associated regulatory feature ENSMUSR00000405109. The promoter associated H3K9ac, H3K36me3, H3K4me3, and RNAP II are localized to this region. (**B**) Validation of *Sdpr* promoter hypomethylation (aDMR boxed in red [**A**]) using bisulfite pyro-sequencing. Data was obtained from SP-HSC pools for three biological replicates for Young samples and four biological replicates each for Mid and Old samples. A methylation heatmap for the individual CpGs assayed, and for each replicate is shown. This data are also displayed as a chart (**D**). (**C**) RT-PCR data to confirm published reports of increased S*dpr* gene expression with age (n = 3 for each, mean ± SD). (**E**) Functional analysis of same *Sdpr *aDMR by *ex-vivo* culturing of SP-HSC in the presence of Aza-deoxycytidine and expression analysis using qRT-PCR. Data was obtained from independent experiments for a total of four biological replicates. Expression values shown are relative to untreated control. (**E**) Validation of same *Sdpr *aDMR for promoter hypomethylation following *ex-vivo* culturing in the presence of Aza-deoxycytidine Data are shown for two biological replicates. 2–3 mice were pooled per replicate and average value for two treatment replicates is shown for each biological replicate (replicate 1 and 2 – blue and red bars respectively). FC is fold change. Error bars depict standard error of the mean (S.E.M) in all cases (*p < 0.05; **p < 0.005; ***p < 0.0005).

## Discussion

We conducted methylome analysis of primitive, primary mouse SP-HSCs from (8–12 weeks), Mid (~12 mo), and Old (22–24 mo) C57bl/6 mice. This population is highly enriched for HSCs^7^^,^^28^ and contains the subset of primitive cells that seems to accumulate with age.^4^ The LSP subset overlaps with other subsets previously demonstrated as enriched for HSCs throughout the murine lifespan.^3^^-^^5^^,^^12^

Consistent with recently published data,^22^ we report that the overall DNA methylation pattern is highly conserved during HSC aging. This is remarkable, especially when one considers the profound changes in HSC biology that occur during murine aging, such as lineage skewing and accumulation of primitive HSC subsets. Despite this overall maintenance of DNA methylation patterns, we report that over 100 genes are differentially methylated with age, the majority of which were defined as hypermethylation.

We also note that when analyzed globally, there is a significant (5%) loss of global DNA methylation during murine HSC aging. This is consistent with studies into human aging of other cell types, but non-HSCs were analyzed.^29^^-^^32^ Our global loss of DNA methylation is however, inconsistent with the HSC global hypermethylation recently reported by Beerman et al.^22^ The most likely reason for this is the use of different technologies. We used MeDIP-seq, which provides approximately 60% genome coverage, including CGIs (where we identified global gain of methylation) and many non-CGI features (where we identified global loss of methylation). Beerman *et* al utilized reduced-representation bisulphite sequencing (RRBS), which only provides 5–10% genome coverage, predominantly of CGIs (where they also identified global gain of methylation) and thus were blind to the much larger loss of methylation at non-CGI features. Where we have overlapping coverage, our data confirm their finding that genes that are targets of the PCRC2 members EED and SUZ12 are differentially methylated with age. In addition, we report age-related differential methylation of 2 other targets of the PCRC2 that were not reported by Beerman et al.^22^

It may be that this age-based methylation of PCRC2 targets occurs as a result of reduced PCRC2 activity with age. Indeed, the PCRC2 complex has been implicated in the control of fundamental HSC cellular functions that may be related to an age-based decline. For instance, HSCs undergo *INK4a/ARF*-mediated senescence when the PCRC2 member *Ezh2* is downregulated.^33^

We chose to examine a possible relationship between *sdpr* gene promoter methylation and gene expression as we observed promoter hypomethylation with age, and an age-related upregulation of *Sdpr* in HSCs has previously been reported.^5^^,^^9^ Three days of 5-Aza'dC treatment on highly purified LSPs resulted in an increased gene expression that occurred concurrently with a reduction in promoter methylation. These results, as well as the findings that *Sdpr* was upregulated in Dnmt1-Knockout (KO) mice HSCs^13^ and in Dnmt3-KO mice HSCs,^12^ is consistent with an inverse relationship between DNAm and *Sdpr* gene expression and suggests that SDPR gene expression may be directly or indirectly controlled by promoter methylation. One caveat is that since 5-Aza'dC is a global demethylation agent, the effect on SDPR expression may be due to demethylation of other genes. However, this proof of principle experiment provides a tool for further analysis of the relationship between DNAm and gene expression in rare subsets of cells enriched for HSCs.

While age-related upregulation of *Sdpr* in HSCs has previously been observed, we have demonstrated that it is linked to loss of promoter methylation. *Sdpr*, which is also known as *Cavin-2*, was originally identified as a gene whose expression was increased in serum-starved cells and may be associated with cellular senescence.^34^ One explanation for the age-based decline in the hematopoietic system that is coupled with an apparent increase in primitive HSCs is an accumulation of damaged or dysfunctional cells that do not contribute to hematopoiesis. It may be that increased *Sdpr* expression in aged HSCs indicates an inactive, senescence-like state.

In addition, an independent role in caveolae formation and cell signaling has been reported.^35^Caveolae are thought to be invaginated lipid rafts that provide a common platform for various signaling molecules, leading to enhanced cell signaling and potent signal transduction. Overexpression of *Sdpr* in cultured cells leads to caveolae elongation^35^ and perhaps results in an increased surface area for interacting cell signaling molecules. Increased expression in aged HSCs may cause an altered sensitivity to survival or growth signals.

In conclusion, we report that DNA methylation patterns are well preserved during hematopoietic stem cell aging, confirm that PCRC2 targets are differentially methylated with age, and suggest that SDPR gene expression changes with age in HSCs may be regulated via age-based alterations in promoter DNA methylation.

### Materials and Methods

### Mice and hematopoietic stem cell preparation

Wild-type Young (8–12 weeks), Mid (~12 mo), and Old (22–24 mo) C57bl/6 mice were sacrificed using an approved method. Mice were originally from the Jackson immune-research laboratories (Bar Harbour, ME). All of our animals were maintained in a specific pathogen-free animal facility. Whole bone marrow cells were isolated by gentle flushing into 1x HBSS, 10mM Hepes solution (Sigma Aldrich) using a 27G syringe. Erythrocytes were lysed with 3 volumes of Ammonium Chloride (Stem Cell Technologies) and debris removed by filtering cell suspension through a 40 µM nylon cell strainer. SP staining was performed as previously described.^7^ Briefly, total nucleated bone marrow cells (NBMCs) were resuspended in DMEM staining media at 1 × 10^6^ cells per ml and incubated with 5 µg per ml Hoechst 33342 DNA binding dye (Sigma Aldrich) for 90 min at 37°C with mixing at 30 min intervals. Hoechst stained cells were resuspended in DMEM, 2% FCS, and 10 mM HEPES solution at approximately 1 × 10^7^ cells/ml. Cells were maintained at 4°C until analysis/sorting and during antibody labeling. Lower SP cells were sorted directly into 1.5 ml eppendorf tubes containing either 1x PBS, or RLT cell lysis buffer (Qiagen) for single RNA extraction or Stemspan Serum-Free Expansion Media (SFEM, Stem Cell Technologies) for *ex-vivo* culture. Approximately 5 × 10^6^ Hoechst stained NBMCs were analyzed for HSC immunophenotype by SP;KLS;CD150,CD48. Antibody labeling was performed as previously described^4^ using the following antibodies: CD150, phycoerythrin (PE, Biolegend); Sca-1, PE/Cyanine7 (PE/Cy7, Biolegend); CD 117 (c-Kit),allophycocyanine/Cy7 (APC/Cy7, eBioscience); and Biotinylated Lineage antibody cocktail (anti-CD5, anti-CD11b, anti-B220, anti–Gr-1, and anti–Ter-119), subsequently labeled with Percp-conjugated streptavidin (SA-Percp, BD Biosciences). An amount of 2 µg/ml Propidium iodide (PI, Sigma Aldrich) was added to resuspension media to facilitate the exclusion of dead cells during cell sorting on the Moflo cell sorter (Beckman Coulter) and NBMCs analysis on the LSRII (BD Biosciences). PI was substituted for 1:1000 Dapi (Sigma Aldrich) for post sort analysis on the Cyan ADP (Beckman Coulter).

### Ex vivo culture and aza-cytidine treatment of primary SP-HSCs

Lower SP cells were purity sorted into SFEM and cultured as previously described^27^ but with minor adjustments to cytokine concentrations. Cells were incubated at 37°C and 5% CO_2_, in a round bottom 96 well plate (corning) at 1000–2000 cells per 200 µl SFEM plus 2 µg Heparin and cytokines (3 ng recombinant mouse SCF, 6 ng recombinant mouse TPO, 6 ng recombinant mouse IGF-II, 3 ng recombinant human FGF-I, and 30 ng recombinant mouse ANGPTL3). For 5-Aza'dC induced hypomethylation, ex vivo cultured cells were treated with two doses of 0–2 µM 5-Aza'dC. The first dose was applied approximately 18 h after culture was initiated. Cells were maintained for a further 30 h after which 50% of media was replaced with fresh 100 µl SFEM plus 1 µg Heparin and 33.3% of the original cytokine concentrations listed above. 50% of initial 5-Aza’dC dose was added to cells 18 h after media replacement and ex vivo culture was continued for another 30 h. LSP cells were cultured ex vivo for a total of 4 d.

### DNA isolation and methylation analysis

An amount of 150–300 ng of DNA was isolated from 7–8 × 10^4^ LSP cells in RLT lysis buffer. Thirty to forty Young mice and 3-10 Mid, or Old mice were pooled per sample. DNA and RNA were simultaneously extracted from pooled LSPs using the AllPrep DNA/RNA Kit from Qiagen according to manufacturer’s instructions. Methylation analysis of extracted DNA was performed by Nano-MeDIP-seq as previously described.^21^MeDIP libraries of 190–200 bp was prepared for three biological replicates each for 2, 12, and 24 mo old mice and subjected to 36 bp paired end (PE) sequencing on either the Illumina GA IIx (“Old 1,” “Old 2”, and “Young 1”) or the Illumina Hi-seq platform for all other samples. Pyro-sequencing was used for validation. Briefly, 1 × 10^4^ cells per sample were bisulfite converted using EpiTect Plus LyseAll Bisulfite Kit and bisulfite conversion efficiency was found to be at least 99% for all samples as determined by qPCR. Control reactions on unmethylated and in vitro methylated samples were also conducted to confirm a linear detection of methylation levels by pyro-sequencing. Pyro-sequencing and PCR amplification of candidate regions were conducted using the PyroMark assay design software and PyroMark PCR kit respectively. Pyro-sequencing was performed using the PyroMark Gold Q96 reagents and the PyroMark Q96 MD Pyro-sequencer. All materials used for Pyro-sequencing were from Qiagen, except for primers, which were obtained from Sigma. All methods were performed according to manufacturer’s instructions.

### RNA purification and transcript analysis

Differential expression of candidate genes was analyzed by quantitative reverse transcriptase- PCR (qRT-PCR). Here, 0.5–1 × 10^−4^ cells per sample were converted to cDNA using the SuperScript® III CellsDirectcDNA Synthesis Kit (Invitrogen). qRT-PCR of individual transcripts was then performed using Taq-Man gene expression assays (Applied Biosystems). All steps were completed according to manufacturer’s instructions. Gene expression was normalized to β-Actin housekeeping gene and fold change (FC) was calculated by the ΔΔCt method.

### MeDIP-seq data analysis

The generated MeDIP-seq data were analyzed using our computational pipeline MeDUSA^20^ v1.0.0 and the MEDIPS^20^^,^^36^ v1.0.0 R Bioconductor package. MeDUSA constitutes several discrete stages of analysis. Briefly, BWA v0.5.8^37^ was used to align the paired end sequence data to the reference mouse genome build (NCBIM37) using default settings. Filtering was performed to remove reads failing to map as a proper pair and those pairs in which neither read scored an alignment score of ≥ 10. In cases of non-unique reads, all but one pair was removed. Quality control was performed using the tool FastQC v0.9.4 (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/) and MEDIPS. Additionally between replicate genome-wide correlations were calculated using QCSeqs from the Useq package.^38^ Correlations were calculated using a window size of 500 bp, increasing in 250 bp increments. A minimum number of 5 reads in a window was required prior to inclusion in the correlation. DMRs were called using the Bioconductor package DESeq.^39^DESeq was run with the estimateDispersions sharing mode set as ‘fit-only’. Only regions containing a minimum of 10 reads summed from the cohorts being compared were included for DMR analysis (termed our bump-list).

In order to identify regions of the genome enriched for DMRs, permutation analysis was performed. Our DMRs were placed in 100 kb windows across the genome and the most enriched location was identified and the relevant DMR count stored. 111 regions were randomly selected from the bump-list and placed in 100 kb windows. The windows were assessed to determine how often a region was found greater than our observed data. This was performed 1000 times in order to calculate an empirical p-value for our region of interest.

Genome-wide methylation scores were generated using the MEDIPS package. The paired reads were not extended and were placed in bins of 50 bp across the genome. The CpG coupling vector was generated with fragment lengths of 700 bp and using the “count” function. Circos v0.55^40^ was used to generate a circular genome plot displaying these methylation scores. Feature annotation was obtained from Ensembl 62 and from the Ensembl Regulatory Build 67. CpG island shores were defined as extending 2000 bp upstream and downstream of an annotated CpG island. DMRs and bumps were placed in their relevant features using custom perl scripts and bedtools^41^ v2.10.2. We used the Fishers Exact test to identify feature types enriched for DMRs.

### Accession Numbers

The generated MeDIP-seq data was deposited into the GEO database under accession number GSE41658 .

## Supplementary Material

Additional material

## Abbreviations:

HSC: hematopoietic stem cell
SP: side population
LSP: lower side population
SSCs: somatic stem cells
NBMCs: nucleated bone marrow cells
DNAm: DNA methylation
CGI: CpG island
MeDIP: methylated DNA immunoprecipitation
MeDIP-seq: methylated DNA immunoprecipitation based sequencing
DMR: differentially methylated region
DMG: differentially methylated gene
aDMR: age differentially methylated region
qRT-PCR: quantitative reverse transcriptase polymerase chain reaction
SFEM: Serum-Free Expansion Media
Aza or 5-Aza’dC: 5-Aza’deoxyCytidine
FDR: false discovery rate
S.D: standard deviation
FC: fold change
PCRC2: polycomb repressive complex -2

How the deposited data were processed for this re-analysis (not part of the article)

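RNA-seq of SP-HSC from Young, Mid and Old mice was analysed, with 3 pools of mice per age group and 9 samples in all. The MeDIP-seq samples of the same study were not analysed here, so no values were computed for statements about DNA methylation, and the RT-PCR, pyrosequencing and 5-Aza'dC experiments were not analysed here.

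The authors assigned the RNA-seq reads to the UCSC known gene set and deposited the expected count (estimated count of reads) of each gene and transcript, not normalized. Beside each count the authors deposited a fraction, the estimated share of all transcripts in the sample, which sums to 1 over a file. The aligner, the counting program and its version are not named in the paper's text or the labels. Counts of reads that fit several genes were split between them by the authors' program, and only 1787 of the genes tested had whole counts in all files.

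Where a sample had a pair of files, their counts were summed, since they behaved as separate sequencing runs, and the sums were rounded to whole numbers. Genes were kept by filterByExpr with the age groups, which left 16267 genes. Counts were normalized by TMM, and Old was compared with Young, Mid with Young and Old with Mid by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate, and with Benjamini-Hochberg adjustment at 0.05. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. The total counts per sample ranged from 74819465 to 200461932. Each group held 3 pools, and no fit isolated how far that number limits the precision. An exact permutation test of 3 against 3 samples cannot give a p-value below 0.1.

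The files hold no gene names. The ratio of a transcript's count to its fraction is proportional to its effective length, which gave the length of 26957 transcripts in 13976 gene clusters; 98.77% of these lengths fell within 0.1 bp of a whole number. The numbers of the clusters follow the order of genes along the chromosomes. Lengths and order were matched with a pair hidden Markov model to the GENCODE vM1 annotation of NCBIM37, the build that the paper uses. A cluster was given a name at a posterior of at least 0.9 and a length within 2 bp, which named 5782 clusters, or 41.4% of those with a length. With all lengths shifted by 60 to 150 bp, where no name can be right, a mean of 294.5 clusters were still named over 6 shifts, 5.09% of that number. On simulated clusters of known gene, 98.73% of the names given were right, and 97.19% of those with a length 1 or 2 bp off. The simulated lengths came from the same annotation, with the rates of match that the model itself assumes. Each simulated cluster had 1 length at most and kept the exact genome order. These percentages therefore cannot show how many names of the real clusters are right.

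These names are inferences. The matching was rebuilt several times (a search between anchors, the hidden Markov model, re-estimated parameters that were discarded, and a correction of drifting lengths), and the 2 bp and 0.9 limits were set after the match of Sdpr had been seen, though before any comparison between ages. Sdpr was matched to a cluster with 1 transcript, uc007axk.1, with a length of 3055 bp against the annotated 3054 bp and a posterior of 0.948. Length alone does not single out Sdpr: Pms1, on chromosome 1 from 53246031 to 53353862, has transcripts of 3054 bp too, and only the order of the clusters separates them, Stat4 (from 52043992) being matched to a later cluster. With exact lengths only (4039 clusters named), or with a posterior of at least 0.99 (4648 named), Sdpr would have had no name. Among names with a length 1 bp off and a posterior below 0.99, as for Sdpr, shifted lengths gave 14.38% as many names.

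The genes named in the text were set before the data were examined. The first were all genes with a name here on a list drawn up from the paper. That list included Dnmt3b, which the paper itself does not name. The others were the 5 genes with the largest rise and the 5 with the largest fall in Old against Young. These 5 and 5 were taken among genes with an adjusted p-value under 0.05 and an average log2 CPM of at least 2. Every Old sample also had to lie beyond every Young sample. Fewer than 80% of the members of the megakaryocyte (10 of 24), cell cycle (9 of 24) and PRC2 (6 of 11) gene lists had names, so these lists were not tested, and the lists of lineage genes and a check of GC content were void for the same reason. The test was tried on simulated data first: of 200 genes changed by known amounts, 51.5% were recovered, and 81.8% of those changed 4-fold, while 5.6% of the genes called had not been changed. The simulated samples were drawn independently around common means, with no outlying sample, batch or correlation between genes. The 5.6% therefore cannot show the rate of false calls in the real data. Alternatives were the size factors of DESeq2, the test of DESeq2 1.42.0, other filters on counts, each run on its own, a replicate block, a batch covariate, other sets of samples and an adjusted p-value of 0.2.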

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

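The fits with the batch covariate, and without Young replicate 1 in the comparisons with Young, were planned before the data were examined; Old against Mid without Young replicate 1 was chosen after seeing the data. For all of them, their use as tests of an explanation was chosen after the numbers of genes had been seen. The labelling of the test on shared reads in Old against Mid was revised after its value was seen, because too few genes were involved for it to decide.

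The paper reports no result from the RNA-seq, and genes that changed with age were found in it. In Old against Young, 849 of 16267 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which 517 rose and 332 fell. With the replicate number as a block, a pairing taken from the labels, 622 genes did, and 582 of the 849 were kept. Deviations from the group means correlated across genes with a mean r of 0.285 for same-numbered Old and Young samples and -0.128 for differently numbered ones, the highest of the 6 ways to pair the numbers, so the numbers may pair these samples. Centring in groups of 3 ties these values to each other, and 6 ways are too few for a test. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1, the real one, gave as many genes, which is the smallest number possible with so few splits. The other 9 splits, including 6 that part only 1 pair, gave 0 genes, with 67 to 3120 genes at an unadjusted p-value under 0.05, against 3215 for the real split. With the samples deposited as 1 file and as a pair of files set apart by a covariate, 100% of the 849 genes were kept; each group holds 1 such sample, so the batch was balanced by design. Without Young replicate 1 there were 1578 genes. With all samples thinned to the smallest total there were 803, without the 15 genes with most counts 850, and with each sample's trend on transcript length removed 1019, against 833 over the same genes without that step (85.9% of the genes had a length). Among genes with whole counts in all files 6.49% changed, against 5.06% of the others, so sharing of reads between genes did not account for the number. GC content and RNA from other cell types were not tested, because under 80% of the genes needed had names. With 3 pools per group these splits are too few to tell the number apart from chance, and the biological explanation, a change with age, remains a hypothesis.

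In Mid against Young, 143 genes had an adjusted p-value under 0.05, with 98 rising and 45 falling, and with the replicate block 79 did. Same-numbered Mid and Young samples deviated together less (mean r -0.106) than differently numbered ones (0.047). Of the 4 splits that part all pairs, 1 gave as many genes, and the other 9 splits gave 0, with 114 to 1973 genes at an unadjusted p-value under 0.05 against 2385 for the real split. With the batch covariate 100% of the 143 genes were kept, although the Mid group holds no sample deposited as 1 file. Without Young replicate 1 there were 508 genes, with thinning 136, without the genes with most counts 142, and with the trend on length removed 210, against 163 over the same genes. Among genes with whole counts 0.95% changed, against 0.87% of the others. These splits are too few to decide on chance, and GC content and RNA from other cells were not tested.

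In Old against Mid, 10 genes had an adjusted p-value under 0.05, with 6 rising and 4 falling, and with the replicate block 3 did. Same-numbered Old and Mid samples deviated together less (mean r -0.193) than differently numbered ones (0.096). Of the 4 splits that part all pairs, 1 gave as many genes, and the other 9 splits gave 0, with 110 to 579 genes at an unadjusted p-value under 0.05 against 2037 for the real split. With the batch covariate 100% of the 10 genes were kept, and that fit gave 599 genes. With thinning there were 10 genes, without the genes with most counts 10, and with the trend on length removed 12, against 10 over the same genes. Among genes with whole counts 0% changed, against 0.07% of the others, too few to decide. Without Young replicate 1, which is in neither group, there were 533 genes. The common dispersion of the model was 0.0751 with all samples, 0.04 without Young replicate 1 and 0.0387 with the batch covariate. With only the Old and Mid samples in the model there were 98 genes, and with DESeq2 there were 715. The small number of genes between Old and Mid may reflect the spread that Young replicate 1 brings into the shared estimate. These fits do not separate that from the batch or from the choice of test.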

How the results depend on the processing

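The alternatives given here were set before the data were examined, except the thinning of counts and the fits that left out a sample of the group not compared, which were chosen after seeing the data. The log2 fold changes of Sdpr, a name inferred from transcript length, in Old against Young and Mid against Young, and its slope with age, kept their direction and their side of the threshold under every alternative that was run. The Old against Mid change of Sdpr passed the threshold with the batch covariate (0.58, adjusted p = 0.0455 from edgeR's quasi-likelihood test) and, in a fit chosen after seeing the data, without Young replicate 1 (0.49, adjusted p = 0.0307), and with none of the other alternatives run for it. Leaving out 1 sample at a time gave 1.89 to 2.12 in Old against Young, 1.41 to 1.63 in Mid against Young and 0.44 to 0.53 in Old against Mid, and a slope of 0.911 to 1.07. Under stricter rules for the names Sdpr would have had no name, and its results would not be reported. Kiss1r, Trim37 and Sparc were also 1 bp off, with posteriors of 0.986, 0.963 and 0.960. They too would lose their names with exact lengths or a posterior of at least 0.99. Nav2, Abcg2, Plat and Plvap were 1 bp off as well and would lose theirs with exact lengths.

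The numbers of genes with an adjusted p-value under 0.05 moved more. For Old against Young, Mid against Young and Old against Mid in turn, they were 849, 143 and 10 as reported, 1991, 912 and 715 with DESeq2, 2363, 517 and 599 with the batch covariate, and 293, 34 and 98 with only the 2 groups compared in the model. With the replicate block there were 622, 79 and 3. At an adjusted p-value under 0.2 there were 2608, 895 and 247. With only the file without the later run Old against Mid gave 17. The size factors of DESeq2, at least 10 counts in every sample, no filter, and only the file with the later run kept all 3 numbers within 1.5 times. In the fits that each left out 1 sample of the groups compared, the numbers ranged from 291 to 1578, from 43 to 508 and from 0 to 3; the 4 fits with 0 genes had 1038 to 1714 genes at an unadjusted p-value under 0.05. In the fits that each left out 1 sample of the group not compared, chosen after seeing the data, there were 490 to 576 in Old against Young, 87 to 104 in Mid against Young, and in Old against Mid 533 without Young replicate 1, 8 without Young replicate 2 and 4 without Young replicate 3. The common dispersion was 0.0751 as reported, 0.0387 with the batch covariate, 0.04 without Young replicate 1 and 0.0698 with the replicate block, where the numbers of genes fell although the dispersion did not rise. The cause was not tested for any of these alternatives.

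Among the other genes named, signs changed only for Suz12 and Abcg2, which are not significant. With 1 sample left out Suz12 ranged from -0.271 to 0.141, and it was above 0 without Young replicate 1 and without Old replicate 2 (0.03). Abcg2 ranged from -0.145 to 0.382, and it was below 0 without Young replicate 2, without Young replicate 3 (-0.09) and without Old replicate 1 (-0.04). Kiss1r passed an adjusted p-value of 0.05 with DESeq2 (2.01), with the batch covariate (2.25), with only the file with the later run (2.17) and without Young replicate 1 (1.55), and Nav2 (0.96) and Dnmt3b (-0.42) did with the batch covariate. Spib (-3.50), uc008opl.2 (-3.79) and Plvap (-2.59) were no longer past it with the replicate block, nor were uc008opl.2 (-3.70) and Plvap (-2.50) with only the 2 groups compared. Calls became weaker 13 times and stronger 1 time when a sample was left out, and weaker 5 times and stronger 5 times under the other alternatives. Sdpr relative to Actb was not run, because Actb was given no name here, and the gene lists gave no value under any setting because they were not tested. Thinning to 74819465 counts per sample gave 803 genes in Old against Young, against 849, so depth had little effect on this number. Leaving out 1 sample moved it further, down to 291 without Old replicate 2 and up to 1578 without Young replicate 1. The direction depended on the sample, so the limit set by the number of pools was not isolated.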

Differences from the paper's values

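The paper's values for Sdpr come from RT-PCR relative to β-actin, and those computed here from RNA-seq for a gene whose name was inferred. In Old against Young the log2 fold change of Sdpr was 2.03 (SE 0.163), and the paper's is about 1.2 in Fig. 4C, read by eye; none of the alternatives set before the data were examined closed the gap. In Mid against Young it was 1.55 (SE 0.160), and the paper's is about 0.87 in Fig. 4C, read by eye. Of the alternatives set before the data were examined, only leaving out Young replicate 1 (1.41) brought it within about 0.56 of the paper's value. That error of about 0.56 is not printed in the paper. It was worked out here from the error bars in Fig. 4C, read by eye and taken as SD. The legend gives SD for this panel but also S.E.M. for all panels.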

Other observations

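The tests on Young replicate 1 below were chosen after it had been seen to stand apart.

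The paper reports a rise of Sdpr expression with age by RT-PCR (Fig. 4C). The RNA-seq measured SP-HSC of the same ages, but it is another assay, and the paper's text does not say whether the RT-PCR used the same pools. The cluster taken as Sdpr (uc007axk.1) was named by transcript length and genome order, 1 bp off the annotated length and with a posterior of 0.948. Pms1, on the same chromosome, has transcripts of the same annotated length, and only genome order separates it from Sdpr. A rule of exact lengths, or of a posterior of at least 0.99, would have left it without a name, and the limits used were set after its match had been seen. For names of this kind, shifted lengths gave 14.38% as many. The annotation places Sdpr on chromosome 1 of NCBIM37 from 51345970 to 51359803 on the + strand, with exons from 51345970 to 51346712 and from 51357493 to 51359803, the last of which holds the 3′ UTR. If the name is right, its expression was 17.6 ± 3.54 CPM (SD, n = 3 pools) in Young, 51.5 ± 3.22 CPM (SD, n = 3) in Mid and 72.1 ± 0.775 CPM (SD, n = 3) in Old. The counts behind these were 827, 4201 and 2845 in Young, 7212, 10797 and 5807 in Mid, and 5371, 12644 and 12827 in Old. The log2 fold change was 2.03 in Old against Young (standard error 0.163, adjusted p = 0.000305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.55 in Mid against Young (standard error 0.160, adjusted p = 0.00371). In Old against Mid it was 0.48 (standard error 0.157, adjusted p = 0.259), which is not significant. All samples of each older group lay above all samples of the younger one (exact two-sided permutation test, p = 0.1 in each comparison, the smallest that 3 against 3 allow). Over the 3 groups the slope was 1.03 log2 CPM per age group (exact two-sided permutation test over all assignments of the 9 samples, p = 0.00119, the smallest they can give). With the replicate block the Old against Young change was 2.05 (adjusted p = 0.0015 from edgeR). Without the samples deposited as 1 file the order of the groups was the same, 19.7 and 19.7 CPM in Young, 48.7 to 55.1 CPM in Mid and 72.0 and 72.9 CPM in Old.

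Of the other genes on the list drawn up from the paper, 8 had an inferred name. They include Dnmt3b, which the paper itself does not name. The names of Kiss1r and Trim37 were of the same weak kind as that of Sdpr, 1 bp off with a posterior below 0.99. Ezh2 fell in Old against Young by 0.82 on the log2 scale (standard error 0.14, adjusted p = 0.0109 from edgeR's quasi-likelihood test), lower in all 3 Old samples than in every Young sample, but without Old replicate 2 its adjusted p was 0.0603. Kiss1r rose by 1.99 (adjusted p = 0.0695), Nav2 by 0.85 (adjusted p = 0.282) and Npas3 by 0.83 (adjusted p = 0.33), none of them past the threshold. Kiss1r passed it with DESeq2 (adjusted p = 0.00272), with the batch covariate (0.00849), with only the later run (0.0447) and without Young replicate 1 (0.00392). Trim37 (-0.48), Dnmt3b (-0.42), Suz12 (-0.09) and Abcg2 (0.03) were not significant either. With the batch covariate Nav2 (adjusted p = 0.0182) and Dnmt3b (adjusted p = 0.0428) passed the threshold of edgeR's test.

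Of the 5 largest rises in Old against Young, 3 had inferred names: Mab21l2 (5.73), Tdrd9 (5.12) and Plat (4.49), as log2 fold changes, and the files list the others as uc008cdk.2 (4.40) and uc008jpy.1 (4.29). Mab21l2 went from 0.181 CPM in Young to 10.1 CPM in Old. Of the 5 largest falls, Spib (-3.83), Sparc (-3.38) and Plvap (-2.52) had inferred names, and uc008opl.2 (-3.73) and uc007zan.2 (-2.76) had none. The name of Sparc was of the same weak kind as that of Sdpr. Spib varied widely between pools, at 21.6 ± 11.9 CPM (SD, n = 3) in Young, 6.53 ± 7.35 CPM in Mid and 1.54 ± 0.305 CPM in Old. Whether RNA from other cell types in the pools lies behind any of these falls was not tested. Calls of Spib, Sparc, Plvap and uc008opl.2 were lost in some of the fits that left out 1 sample, and those of the rises and of uc007zan.2 were not. With the replicate block, Spib (adjusted p = 0.0503 from edgeR), uc008opl.2 (0.0547) and Plvap (0.065), 3 of the 5 largest falls, were no longer significant. With only the 2 groups compared, uc008opl.2 (0.0675) and Plvap (0.0801) were not. Among the 849 genes changed between Old and Young, 788 (92.8%) had a Mid mean between those of Young and Old, against 40.3% of all genes tested; the 849 were chosen for a difference between Young and Old, which favours a mean in between.

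Young replicate 1 stood apart. The first principal component of log2 CPM held 44.5% of the variance, with Young replicate 1 at 127.29 and the others between -48.27 and 8.90. Its 10 genes with most counts held 15.93% of its counts, against 7.03% to 10.33% in the others, and 16452 genes had a count, the fewest. With each sample thinned to the smallest total its mean r with the others was 0.9462, below the 0.9702 of the next lowest, so depth did not account for it. Without the 15 genes with most counts it was 0.9458, against 0.9695, but leaving out so few genes cannot move a correlation across all genes, so this does not decide whether a few genes taking most of the counts play a part; the test was first read as ruling them out. Its deviation from the other Young samples correlated with transcript length across genes (Spearman's rho -0.365), longer transcripts being lower, and genes are not independent replicates. With the trend on length removed its mean r was 0.9407, against 0.967 for the next lowest and 0.9334 over the same genes before, so length bias may be part of the difference but not the whole of it. The deviations of Young replicate 1 and Old replicate 1, the samples deposited as 1 file, correlated with an r of 0.375, and Young replicate 2 and Old replicate 2, which also share a number, with 0.42. The rule set for this test would have ruled the batch out on that second value. It was set aside after the values were seen, because centring in groups of 3 ties the samples to each other, so this cannot decide whether a batch is the source. No biological explanation was tested, since its age group is that of the other Young samples, and a mislabelled sample or RNA from other cells was not tested.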
